A study of Homo sapiens with 6 samples. Its data were reported in "Thymidylate synthase inhibitory drugs induce p53-dependent pathways differently" (2026).

How the data were processed

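The series held RNA co-immunoprecipitation sequencing of thymidylate synthase (TS) in HCT116-UGI cells, a human colon adenocarcinoma line that is deficient in mismatch repair and expresses UGI, an inhibitor of the uracil-DNA glycosylase UNG. Cells were not treated (NT) or were treated for 48 h with 100 nM raltitrexed (RTX) or 20 µM 5-fluoro-2'-deoxyuridine (5FdUR). From each lysate, in which cytoplasmic and nuclear extracts were combined, RNA was taken from an antibody-free pre-clearing step on Protein A/G beads (RIPctr) and from the immunoprecipitate made with an anti-TS antibody on the pre-cleared extract (TS-RIP). This gave 6 libraries, 1 per treatment and fraction, and no biological replicates within a treatment.

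The authors depleted rRNA, made strand-aware paired-end libraries, trimmed reads with fastp, removed remaining rRNA reads with BWA, aligned to GRCh38 with HISAT2 and counted on GENCODE 34 transcripts with the Cufflinks suite, where they applied geometric library scaling and no length correction. Versions of these tools were not stated. The authors called the deposited values FPKM, and the plan for these comparisons assumed that name. The deposited values were signal in units of 1 step per library: each value below 200 fragments was a multiple of the step of its library within 0.05 fragments (100% of values in each library), and the step was the same for short and long genes. Values were therefore read as scaled fragment counts without division by gene length. Fragments were recovered by dividing by the step, which gave 9269725 fragments in NT RIPctr, 7903472 in RTX RIPctr, 7051104 in 5FdUR RIPctr, 11657293 in NT TS-RIP, 11042691 in RTX TS-RIP and 10215667 in 5FdUR TS-RIP. A value of 500 corresponded to between 3.67 and 5.88 fragments. For each library the authors also made a random subsample of 50.0% of the fragments, used in the study as a pseudoreplicate. As it holds reads of the same library, it served here only as an alternative depth.

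The table had 42822 entries, each a gene or a merged group of overlapping genes. Of these, 165 were left out (genes of the Y chromosome and XIST) and 42657 were analysed. Coordinates and gene types were matched to GENCODE 44 by transcript, and 99.3% of gene identifiers agreed between both sources. Transcripts of 1 gene made up 40883 entries, transcripts of more than 1 gene 1599, and 175 had no transcript in GENCODE 44. All 33 mitochondrial entries were listed at 0 in each library. A further 25 per-sample columns of the same table, 12 of them from the long RNA series, were not used here. All entries are called genes below.

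Ratios were taken as log2 of (value + 100) in TS-RIP minus the same in RIPctr of that treatment. Before the data were examined, the comparisons, thresholds, gene lists, alternatives and the rule for named genes were fixed. Within a treatment, a gene was counted as higher or lower in TS-RIP when its ratio passed 1.5-fold and the mean of both libraries was above 500. For a drug against NT, or 5FdUR against RTX, a gene was counted when its change reached 1 on the log2 scale in the same direction in RIPctr and in TS-RIP, with a mean of the 4 libraries above 1000. These are counts by size without a test, as 1 library per group gives no replicate error. The replicated test took the 3 treatments as 3 pairs: limma 3.58.1 (lmFit, then eBayes with trend) in R 4.3.3 on log2(value + 100), with treatment as a block, 2 residual degrees of freedom, genes with a mean above 500 over the 6 libraries, and a Benjamini-Hochberg adjusted p under 0.05. All p-values are two-sided. The SE given with a limma p is the moderated standard error, which draws on other genes. It is not the spread of the gene's own 3 ratios. Binding that differs between treatments goes into the error of this test.

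The 95% intervals of a ratio were exact binomial (Clopper-Pearson) intervals on the fragments of both libraries. They cover counting error only, as PCR copies are not independent molecules. An exact binomial test on the same fragments, Benjamini-Hochberg adjusted, was run as an alternative and compares libraries, not conditions. Correlations are across genes with a mean above 1000, and genes are not independent replicates.

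In total 23 gene lists were fixed: known TS-bound RNAs, the lncRNAs that the study named as TS-bound, p53 targets, folate and thymidylate metabolism, DNA replication, G2/M and mitosis, replication-dependent histones, the unfolded protein response, cytosolic heat shock, ribosomal protein mRNAs, mitochondrially encoded mRNAs, nuclear-retained lncRNAs, mRNAs of plasma membrane proteins, of ER and Golgi membrane proteins, of mitochondrial membrane proteins and of cytosolic proteins, APOBEC3 and AID cytidine deaminases, interferon-stimulated genes, numbered ZNF zinc finger genes, immediate early genes, signal recognition and other abundant small RNAs, colon epithelial identity, and markers of other cell types (fibroblast, blood, endothelium, liver). A list needed 3 measured members. The median of each list was placed as a percentile among 10000 random lists of the same size matched on mean level, which describes these libraries and is no test across lysates. In the 3-pair comparison each list was also tested with limma camera at its preset correlation and at an estimated correlation, and with fry, and counts of members were adjusted over all genes and, separately, over the list alone.

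The named genes were those the study discusses (TYMS, MYC, CDKN1A and others), the protein-coding genes or lncRNAs with the highest and lowest mean ratio over the 3 treatments, with the highest and lowest ratio per treatment and with the highest and lowest change per drug comparison, up to 4 members of each list with the greatest change, and the extremes of the other gene types. Level minimums of 1000 or 5000 applied to these. Some genes under this rule are not reported here.

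Alternatives were other pseudocounts, scaling of each library to the same median or the same total, the subsamples, other level filters, other size limits, the added binomial test, protein-coding genes only, leaving out each pair in turn, no block, no trend, edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0. Tests that were added after the data were seen used entries with 1 gene, genes other than lncRNAs, snoRNAs, scaRNAs and snRNAs, and, for the correlations, protein-coding genes. The workflow was tested on simulated data before use. Among 13479 genes, limma recovered 86% of genes with a change of 1 on the log2 scale and 57% of genes with a 1.5-fold change. Of its calls, 4.67% were false. Those data had independent counts at a single fixed dispersion and the same effect in each treatment. The share of false calls therefore need not hold for the real ratios, which differed between treatments. Simulated pairs of libraries held counting noise only, which is what the binomial test assumes. In them the count by size recovered 95.5% (NT), 93% (RTX) and 92% (5FdUR) of genes with a change of 1. It also counted 730, 914 and 1105 unchanged genes, of which 2, 1 and 1 were left when the binomial test was added. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.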

Results

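RNA from immunoprecipitates of thymidylate synthase (TS) and from antibody-free control beads was measured in 6 libraries of HCT116-UGI colon adenocarcinoma cells. There was 1 TS-RIP and 1 RIPctr library for each of the treatments NT, RTX (100 nM) and 5FdUR (20 µM), all at 48 h. RTX is an antifolate inhibitor of TS, and 5FdUR is a nucleoside analogue whose phosphorylated form binds TS covalently. Depth ranged from 7051104 fragments (5FdUR RIPctr) to 11657293 (NT TS-RIP), and the 10 most abundant genes held between 6.04% and 7.11% of the values of a library. Values are scaled fragment counts, ratios are on the log2 scale with 100 added to each value, and no treatment had a biological replicate. Between TS-RIP and RIPctr, log2 values had a Pearson r of 0.976 in NT, 0.966 in RTX and 0.971 in 5FdUR. This r is across genes with a mean of both libraries above 500. Coordinates are on GRCh38. Intervals in brackets are 95% counting intervals unless another kind is named.

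Which RNAs differed between the TS-RIP and the bead control was asked first over the 3 treatments together. Several nuclear noncoding RNAs were far lower in TS-RIP. MALAT1 (ENSG00000251562, chromosome 11, 65497640 to 65508073), a lncRNA of nuclear speckles, fell (mean ratio -5.43, SE 0.24, 3 pairs, limma adjusted p = 1.52e-08), with ratios of -4.43 [-4.48 to -4.37] in NT, -6.28 [-6.36 to -6.21] in RTX and -5.57 [-5.65 to -5.49] in 5FdUR. NEAT1 (chromosome 11, 65422774 to 65445540), the scaffold of paraspeckles, fell as well (mean ratio -5.39, SE 0.30, lower in 3 of 3 treatments, adjusted p = 9.55e-08). KCNQ1OT1, an antisense RNA that silences an imprinted domain, had ratios of -2.51, -4.48 and -4.26 (adjusted p = 7.63e-07), TERC, the RNA template of telomerase, -2.08, -4.66 and -4.15 (adjusted p = 8.86e-06), and RMRP, the RNA of RNase MRP, -1.44, -4.22 and -3.89 (adjusted p = 4.99e-05). The Cajal body RNA SCARNA12 fell (mean ratio -4.75, SE 0.27, adjusted p = 1.04e-07), with 7, 4 and 4 fragments left in the TS-RIP libraries of NT, RTX and 5FdUR. The MALAT1 and NEAT1 entries each merged a pair of overlapping genes.

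The list of nuclear-retained lncRNAs had a median ratio of -2.04 over its 6 measured members, of which 3 fell (MALAT1, NEAT1 and KCNQ1OT1; 4 when adjusted over the list alone) and none rose (camera adjusted p = 0.45 with an estimated correlation). Medians of this list were -1.30, -2.47 and -2.36 in NT, RTX and 5FdUR, below all of 10000 random lists matched on level in each treatment. These medians fall between the 3 that fell and the other 3. The latter were NORAD (-0.09, -0.47 and -0.46), GAS5 (0.25, 0.06 and 0.32) and ZFAS1 (0.05, 0.25 and 0.35). GAS5 and ZFAS1 lay above 0 in each treatment. The name of the list was fixed beforehand and need not hold for each member, as location in the cell was not measured. Of 5 signal recognition and other abundant small RNAs (median -1.24) 2 fell, RMRP and SCARNA12, also when adjusted over the list alone (camera adjusted p = 0.45 with an estimated correlation). Replication-dependent histone mRNAs, which lack a poly(A) tail, had a median of -0.38 over 45 genes, of which 9 fell (23 when adjusted over the list alone) and none rose (camera adjusted p = 0.51 with an estimated correlation). Among them, H3C1 had ratios of -0.40, -1.80 and -1.65 (mean -1.28, SE 0.30, adjusted p = 0.0168), and H2AC15 had -0.45, -0.97 and -1.97 (adjusted p = 0.0177). Of 350 numbered ZNF zinc finger genes, which encode mainly KRAB-type repressors, 37 fell and 3 rose (44 and 6 when adjusted over the list alone; median -0.18; camera adjusted p = 0.57 with an estimated correlation). ZNF431 had ratios of -0.66, -1.37 and -1.46 (adjusted p = 0.00165). Those that rose were ZNF428 (mean ratio 0.71), ZNF787 (0.46) and ZNF185 (0.37), of which ZNF787 and ZNF185 were named after their values were seen. The median of the ZNF list in NT was -0.04 and turned to 0.06 when each library was scaled to the same total, and its medians of -0.22 in RTX and -0.21 in 5FdUR kept their sign.

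Some messages of ribosomal proteins and of the secretory pathway were modestly higher in TS-RIP. Of 75 ribosomal protein mRNAs, 9 rose and none fell (28 and 0 when adjusted over the list alone), with a median of 0.26 and treatment medians of 0.17, 0.35 and 0.26. The call of this list was lost with an estimated correlation (camera adjusted p = 0.51) and it did not pass fry (adjusted p = 0.12). Ratios also went with transcript length: protein-coding genes with a mean above 10000 had medians of 0.12, 0.24 and 0.20 among the 1805 shortest and -0.03, -0.12 and -0.12 among the 1804 longest, and ribosomal protein mRNAs are short (median 1174 nt, against 3588 nt for protein-coding genes). Beside the 10 protein-coding genes nearest in GC content, length and level, a comparison added after the values were seen, their median gap was 0.18 [0.11 to 0.24] in NT, 0.14 [0.12 to 0.20] in RTX and 0.05 [0.02 to 0.09] in 5FdUR, with bootstrap intervals over members. RPSA (chromosome 3, 39406716 to 39426255), a protein of the small ribosomal subunit, had ratios of 0.38, 0.61 and 0.39 (mean 0.46, SE 0.12, adjusted p = 0.0253). Of 43 mRNAs of ER and Golgi membrane proteins, 5 rose and none fell (8 and 1 when adjusted over the list alone), with a median of 0.19 and treatment medians of 0.24, 0.19 and 0.22 (camera adjusted p = 0.45 with an estimated correlation). Their median gap to genes matched in the same way was 0.27, 0.12 and 0.09. ERGIC3 (chromosome 20, 35542038 to 35557634), a protein of the compartment between ER and Golgi, had ratios of 0.62, 0.43 and 0.48 (mean 0.51, SE 0.10, adjusted p = 0.0079), and SSR2, a subunit of the translocon-associated complex, 0.25, 0.50 and 0.60 (adjusted p = 0.0246). The others were DDOST (mean ratio 0.41), RPN1 (0.38) and RPN2 (0.35), all subunits of the oligosaccharyltransferase, with RPN1 and RPN2 named after their values were seen. Of 131 mRNAs of mitochondrial membrane proteins, 7 rose and 1, SLC25A27, a mitochondrial carrier, fell (6 and 1 when adjusted over the list alone; median 0.13; camera adjusted p = 0.45 with an estimated correlation).

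**Figure D1:**
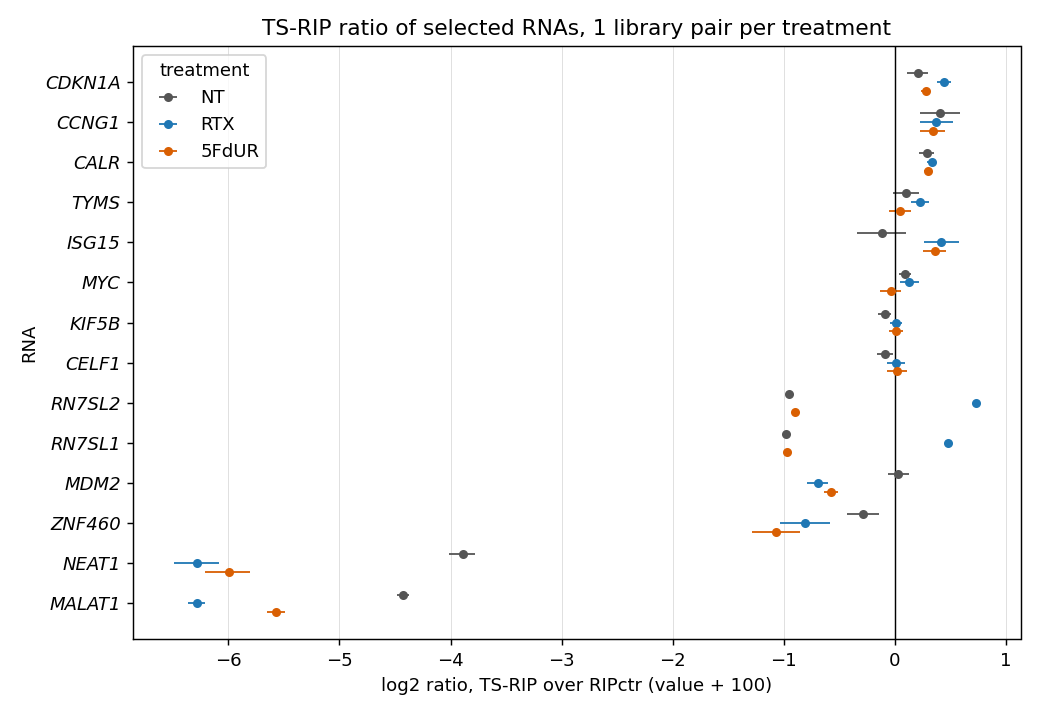
Log2 ratio of TS-RIP over RIPctr (value + 100) of selected RNAs, 1 point per treatment with its 95% counting interval. MALAT1 and NEAT1 lie between -6.28 and -3.89, whereas TYMS and CDKN1A lie between 0.04 and 0.44.

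In each of the other lists 3 members or fewer passed. The median was 0.19 for 22 genes of the unfolded protein response, 0.16 for 40 mRNAs of cytosolic proteins and 0.11 for 25 genes of folate and thymidylate metabolism. No member of these lists rose or fell by limma, over all genes or when adjusted over the list alone. Of 41 mRNAs of plasma membrane proteins (median 0.16) 1 rose over all genes and none when adjusted over the list alone. Of 38 p53 targets (median 0.05) 2 rose, also when adjusted over the list alone: CCNG1, a cyclin induced by p53, with ratios of 0.41, 0.37 and 0.34 (mean 0.37, SE 0.10, adjusted p = 0.0353), and the tetraspanin CD82 with 0.63, 0.53 and 0.35 (adjusted p = 0.0257). Of 20 immediate early genes (median -0.19) 3 fell (4 when adjusted over the list alone), among them FOS, a subunit of the AP-1 transcription factor, with -0.46, -0.64 and -1.01 (adjusted p = 0.00479). The others were FOSB (mean ratio -0.71) and DUSP1 (-0.51), the latter named after its values were seen. In DNA replication (33 genes, median 0.02) 1 gene, the polymerase subunit POLE2 (mean ratio -0.64), fell (0 when adjusted over the list alone), and in G2/M and mitosis (28 genes, median -0.11) 2 fell, ASPM of the spindle poles (-0.47) and the kinetochore motor CENPE (-0.53), also when adjusted over the list alone. In cytosolic heat shock (16 genes, median -0.02) 1 rose, HSPB1 (0.39), and 1 fell, CHORDC1 (-0.48), also when adjusted over the list alone. The lists of 20 interferon-stimulated genes (median 0.08), 6 genes of colon epithelial identity (median 0.21) and 3 cytidine deaminases of the APOBEC3 and AID group (median 0.36) had no member that rose or fell, also when adjusted over the list alone. Of 3 measured markers of other cell types (median -0.05) 1 fell, the fibroblast collagen COL1A1 (mean ratio -0.64), also when adjusted over the list alone. Of the others, the entry of the macrophage marker CD68 is merged with the abundant translation factor gene EIF4A1, so no blood marker was measured on its own. No mitochondrially encoded mRNA was measured.

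In total, 314 genes were higher and 831 lower in TS-RIP over the 3 treatments among 13479 tested (limma, adjusted p under 0.05), with 313 protein-coding genes among the higher, and 535 protein-coding genes and 219 lncRNAs among the lower. Camera at its preset correlation called ribosomal protein mRNAs (adjusted p = 5.1e-15), histones (2.3e-08), ER and Golgi membrane proteins (1.9e-05), nuclear-retained lncRNAs (1.0e-04), small RNAs (1.2e-04), ZNF genes (2.9e-04), mitochondrial membrane proteins (4.0e-04), cytosolic proteins (0.0015), plasma membrane proteins (0.0073), the unfolded protein response (0.0094), the lncRNAs named by the study (0.029) and folate metabolism (0.038). None of these calls held with an estimated correlation, where the adjusted p was 0.75 for cytosolic proteins, 0.57 for plasma membrane proteins, 0.45 for the unfolded protein response, 0.49 for the lncRNAs named by the study, 0.57 for folate metabolism and as given above for the others. That setting rests on 2 residual degrees of freedom and has little power. For ER and Golgi membrane proteins the estimated correlation was -0.02, yet the unadjusted camera p went from 2.5e-06 to 0.030. The loss of these calls therefore does not argue against the lists. With fry, the unfolded protein response (adjusted p = 0.0041), ER and Golgi membrane proteins (0.016) and the small RNAs (0.044) moved one way on balance. Fry sets a list against 0 and not against other genes. Beside genes matched in GC content, length and level, the median gap of the unfolded protein response was 0.18 [0.03 to 0.30] in NT. It was -0.04 [-0.18 to 0.05] in RTX and 0.004 [-0.07 to 0.10] in 5FdUR, with bootstrap intervals over members. The number of higher genes rested on single pairs: it was 4 without the RTX pair, 82 without the 5FdUR pair and 1862 without the NT pair, while lower genes numbered 359, 620 and 2091. With eBayes without trend, limma gave 0 higher and 215 lower genes (2683 genes at an unadjusted p under 0.05), and with no block 0 and 47 (736 genes), whereas edgeR gave 382 and 711 and DESeq2 276 and 419. Scaling to the same total moved the median ratio of all genes by 0.09 in NT, -0.11 in RTX and -0.08 in 5FdUR, and gave 67 higher and 460 lower genes.

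**Figure D2:**
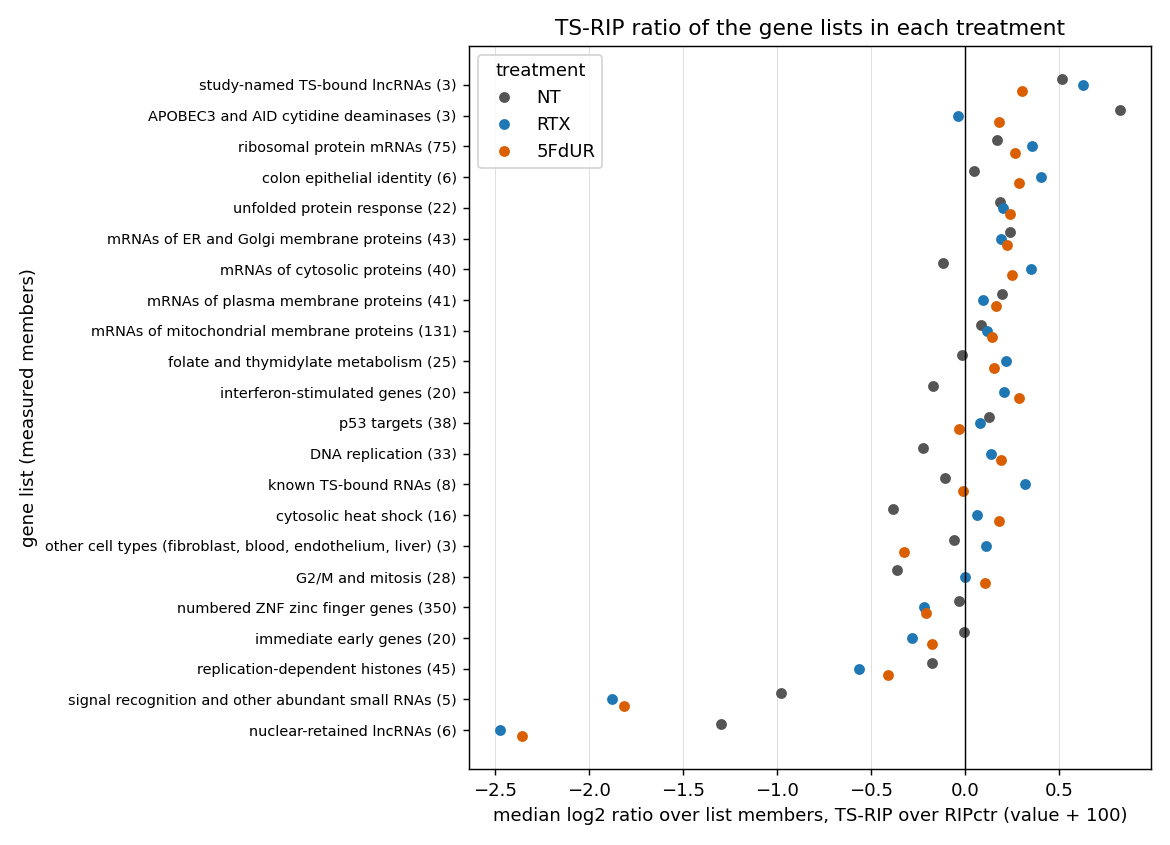
Median log2 ratio of TS-RIP over RIPctr (value + 100) of each gene list, 1 point per treatment. Nuclear-retained lncRNAs lie between -2.47 and -1.30, and ribosomal protein mRNAs between 0.17 and 0.35.

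Each treatment was then taken alone, to see which RNAs the immunoprecipitate held in cells with and without each drug. Many noncoding RNAs were lower in TS-RIP. Of the lncRNAs tested, 414 of 1122 were lower in NT, 654 of 1181 in RTX and 626 of 1223 in 5FdUR, against 122, 76 and 89 that were higher. By share, lncRNAs were counted more often than protein-coding genes in both directions, as higher for 10.9%, 6.44% and 7.28% against 3.76%, 4.04% and 2.61%, and their higher and lower calls had medians of 15 to 21.5 fragments. The snoRNAs, guides of rRNA modification, were lower for 16 of 23 in NT, 17 of 23 in RTX and 14 of 23 in 5FdUR, the scaRNAs for 4 of 4, 5 of 5 and 4 of 4, and the spliceosomal and other snRNAs for 7 of 9, 6 of 8 and 9 of 11. None of these small RNAs was higher. Also lower were 7 of 12, 6 of 11 and 7 of 13 miRNA genes, and 55 of 88, 74 of 97 and 63 of 80 genes of unconfirmed status (TEC in GENCODE). Among protein-coding genes, 452 were higher and 794 lower of 12020 in NT, 492 and 1215 of 12191 in RTX, and 324 and 1342 of 12400 in 5FdUR.

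Among protein-coding genes with a mean above 5000, the highest ratios belonged to different genes in each treatment. As these genes were picked for their high ratios, counting noise raises the values, and the intervals do not allow for that choice. The highest genes can also differ between treatments through such noise. In NT these were CLDN23, a claudin of tight junctions, at 1.11 [0.53 to 1.77] and TMEM158 at 1.03 [0.45 to 1.68]. In RTX they were CCDC74A at 1.32 [0.72 to 2.01] and HSD3B7, an enzyme of bile acid synthesis, at 1.13 [0.48 to 1.88]. In 5FdUR they were ALG8, a glucosyltransferase of N-glycosylation, at 1.32 [0.66 to 2.08] and LIMD2 at 1.11 [0.45 to 1.86]. In the other treatments CCDC74A was at 0.03 (NT) and 0.07 (5FdUR), and ALG8 at -0.37 (NT) and 0.22 (RTX). WNT7A, a secreted Wnt ligand, was high over the treatments (1.43, 1.80 and 0.40, adjusted p = 0.0227), from 5 and 20 fragments in NT, 9 and 43 in RTX and 76 and 137 in 5FdUR.

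By size, 581 genes were higher and 1304 lower in TS-RIP in NT (13301 tested), 578 and 1985 in RTX (13540) and 417 and 2079 in 5FdUR (13776). No replicate check was possible for these counts. The higher genes had a median of 47 fragments in NT, 73.5 in RTX and 30 in 5FdUR, and adding the binomial test left 223, 279 and 125. Scaling to the same total changed the share of higher genes among those counted from 30.8% to 45.9% in NT and from 22.6% to 11.1% in RTX. Higher in NT and RTX were 76 genes (21.1 by independence), in NT and 5FdUR 40 (13.0), in RTX and 5FdUR 89 (14.6) and in all 3 treatments 10 (0.484). Lower in all 3 were 421 genes (15.5 by independence). Independence takes each gene as equally likely to be counted, while counting error calls mainly genes at low levels. These expected numbers may therefore be too low as a guide to noise.

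The RNAs known to bind TS were examined next, beside CDKN1A and MDM2, which are p53 targets and not in the list of known TS-bound RNAs. TYMS (ENSG00000176890, chromosome 18, 657653 to 673578), the mRNA of TS itself, had ratios of 0.10 [-0.01 to 0.21] in NT, 0.22 [0.14 to 0.31] in RTX and 0.04 [-0.05 to 0.14] in 5FdUR (adjusted p = 0.49). CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687337), the p21 inhibitor of cyclin-dependent kinases, had 0.21 [0.11 to 0.30], 0.44 [0.38 to 0.51] and 0.28 [0.24 to 0.32] (adjusted p = 0.115). MYC, a growth-promoting transcription factor, had 0.09, 0.13 and -0.04. MDM2, the ubiquitin ligase of p53, had 0.03 [-0.06 to 0.12], -0.70 [-0.79 to -0.60] and -0.57 [-0.63 to -0.51] (adjusted p = 0.0705).

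Of the 8 known TS-bound RNAs that were measured, none rose and 1 fell over the 3 treatments, also when adjusted over the list alone (median 0.02, mean -0.12, camera adjusted p = 0.93, 0.96 with an estimated correlation). The gene that fell was ZNF460, with ratios of -0.29, -0.81 and -1.07 (mean -0.72, SE 0.14, adjusted p = 0.0055). KIF5B, a kinesin, had -0.09, 0.01 and 0.01, and ISG15, a ubiquitin-like protein induced by interferon, -0.12, 0.42 and 0.36. RN7SL1 (chromosome 14, 49586580 to 49586878), the RNA of the signal recognition particle, had -0.98 and -0.97 in NT and 5FdUR and 0.48 in RTX. Among the 3 lncRNAs that the study named from these samples, which is not independent evidence, AC080112.2 rose (0.51, 0.62 and 0.67, adjusted p = 0.0398, also when adjusted over the list alone), while AC027031.2 (adjusted p = 0.17) and AL109627.1 (adjusted p = 0.25) did not pass. CALR, an ER chaperone that binds p21 mRNA, had 0.29, 0.33 and 0.30, and CELF1, an RNA-binding protein, -0.09, 0.01 and 0.02.

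Relative to NT, the ratio of CDKN1A was higher by 0.24 (counting SE 0.06) in RTX and by 0.07 (counting SE 0.05) in 5FdUR, and that of TYMS by 0.12 (0.07) in RTX, with -0.06 (0.08) in 5FdUR. The ratio of MDM2 was lower, by -0.73 (0.07) in RTX and -0.60 (0.06) in 5FdUR. Scaling to the same total moved the median ratio of all genes by 0.09 in NT, -0.11 in RTX and -0.08 in 5FdUR. The differences of CDKN1A and TYMS from NT are of this order and rest on the scaling, while those of MDM2 are larger. Of all genes tested, the ratio was raised by 1 or more for 163 and lowered for 513 of 12425 in RTX, and for 214 and 551 of 12502 in 5FdUR. With each library scaled to the same total, 100 were raised and 789 lowered in RTX, and 128 and 855 in 5FdUR. These differences have no replicate error and were not tested between lysates.

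Ratios recurred more closely between the drugs than between NT and a drug. Across 12485 genes, Pearson's r was 0.737 for RTX with 5FdUR (Spearman's rho 0.616), 0.558 for NT with RTX (0.330) and 0.488 for NT with 5FdUR (0.219). Among protein-coding genes Pearson's r was 0.643, 0.358 and 0.260. Genes of G2/M and mitosis, such as those of the spindle, had a median ratio of -0.36 in NT and 0.10 in 5FdUR (RTX 0.00), below all random lists in NT. Beside genes matched in GC content, length and level, their median gap was -0.28 in NT, -0.05 in RTX and 0.06 in 5FdUR. Cytosolic heat shock genes had -0.38 in NT and 0.18 in 5FdUR, and in RTX 0.06, which turned to -0.05 with scaling to the same total. Their gap to genes matched in the same way was -0.24 in NT, -0.11 in RTX and -0.01 in 5FdUR. No test across lysates exists for these differences.

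How the RNA in both fractions differed with each drug was read by size and with no replicate check. Neither fraction is total RNA, so these changes need not equal changes of transcript level. With RTX, members of the p53, ER and Golgi and ribosomal protein lists were higher than in NT, and members of the histone, zinc finger and immediate early lists were lower. TAF9B, a TFIID-related factor that acts as a p53 coactivator, was 6.77-fold higher in RIPctr and 8.88-fold in TS-RIP, NUCB2, a calcium-binding nucleobindin, 5.59-fold and 7.96-fold, and LAMA3, a laminin chain of basement membranes, 5.39-fold and 7.39-fold. H3C1 was lower (log2 change -1.68 in RIPctr and -3.08 in TS-RIP), as were the orphan nuclear receptor NR2F1 (-2.13 and -2.19), the early response factor EGR1 (-1.74 and -2.22) and the Wnt effector TCF7L2 (-1.80 and -1.98). TYMS was higher by 1.01 and 1.13. This lies close to the limit of 1 in RIPctr, where scaling to the same median moved the changes of all genes by -0.09. Its count as higher with RTX therefore rests on the scaling.

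Counts of list members are over those with a mean above 1000 in the libraries compared, and medians over all measured members (mean above 500), whose number is given where it differs. By list, 11 of 38 p53 targets were higher with RTX in both fractions and none was lower (medians 0.77 in RIPctr and 0.61 in TS-RIP), among them TP53I3 (2.25 and 2.47), the death receptor gene FAS (2.37 and 2.11) and CDKN1A (1.18 and 1.42). Of 43 ER and Golgi membrane protein mRNAs 17 were higher and none lower (medians 0.88 and 1.00), such as SSR3 (1.88 and 1.84) and TMED2 (1.80 and 1.80), and of 75 ribosomal protein mRNAs 15 and none (0.66 and 0.91). Of 42 histone genes 12 were lower and none higher (-0.78 and -1.11 over 45), of 342 ZNF genes 46 were lower and 1, ZNF804A, was higher (-0.51 and -0.73 over 350), and of 20 immediate early genes 6 were lower and 1 higher (-0.51 and -0.86), the last being ATF3 (1.69 and 1.99), which also belongs to the stress response. In folate and thymidylate metabolism 5 of 25 were higher, among them GGH, MTHFD2, RRM2 and TYMS, and 2 lower, among them TYMP, with GGH at 2.03 and 1.55. MTHFD2 was named after its values were seen.

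In all, 662 genes were higher and 448 lower with RTX in both fractions (12425 tested), of which 13 and 48 were among 693 lncRNAs. Scaling to the same total moved the changes of all genes by 0.10 in RIPctr and -0.10 in TS-RIP, and scaling to the same median ended the surplus of higher genes (566 higher and 565 lower). Changes in both fractions had a Pearson r of 0.759 across genes, and 19 genes passed the limit in opposite directions. Both fractions came from the same lysates and are not replicates.

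With 5FdUR, 24 of 38 p53 targets were higher than in NT and 27 of 43 histone genes were lower. CEACAM1, a cell adhesion molecule, was at 4 fragments in NT and 161 in 5FdUR in RIPctr, and at 6 and 250 in TS-RIP (log2 change 5.31 and 5.36). LAMA3 was higher by 4.23 and 4.87, the keratinocyte lipid transporter ABCA12 by 4.38 and 4.36, and TP53I3, an oxidoreductase induced by p53, by 4.17 and 4.29. H3C12 (-3.67 and -3.62), H3C1 (-3.01 and -4.25), NR2F1 (-3.11 and -3.45) and the helicase PIF1 (-2.13 and -4.05) were lower. TYMS was higher by 0.65 and 0.59, under the limit, and MYC was lower with each drug (RTX -1.43 and -1.39, 5FdUR -1.37 and -1.51).

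Of 38 p53 targets 24 were higher with 5FdUR in both fractions and none was lower (medians 1.46 and 1.08), among them CDKN1A, 6.54-fold in RIPctr and 6.87-fold in TS-RIP, CD82 (3.65 and 3.37), SERPINB5 (3.04 and 3.48) and MDM2 (1.63 and 1.03). MDM2 lay close to the limit in TS-RIP, where scaling to the same total moved the changes of all genes by -0.04. Of 43 histone genes 27 were lower and none higher (-1.41 and -1.66 over 45). ER and Golgi membrane proteins had 20 of 43 higher and none lower (1.00 and 1.23), ribosomal proteins 28 of 75 and none (0.88 and 0.97), mitochondrial membrane proteins 32 of 130 and none (0.59 and 0.73 over 131) and plasma membrane proteins 14 higher and 2 lower (IGF1R and SLC7A5, named after their values were seen) of 41 (0.92 and 0.87). ZNF genes had 63 lower and 9 higher of 342 (-0.48 and -0.67 over 350). Of 17 interferon-stimulated genes 4 were higher and none lower (0.02 and 0.43 over 20): ISG15 (2.15 and 2.63), ISG20 (2.74 and 2.02), OASL (1.24 and 2.03) and IRF7 (2.33 and 2.07), a transcription factor of the interferon response.

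In all, 1256 genes were higher and 969 lower with 5FdUR in both fractions (12502 tested, r between fractions 0.846), including 36 and 78 of 691 lncRNAs. Scaling to the same median moved the changes of all genes in RIPctr by -0.12 and turned the balance to 1059 higher and 1201 lower, and scaling to the same total moved them by 0.14. The list directions given for the drugs were the same under both scalings, except the interferon-stimulated genes in RIPctr, whose median turned to -0.10 with the same median.

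**Figure D3:**
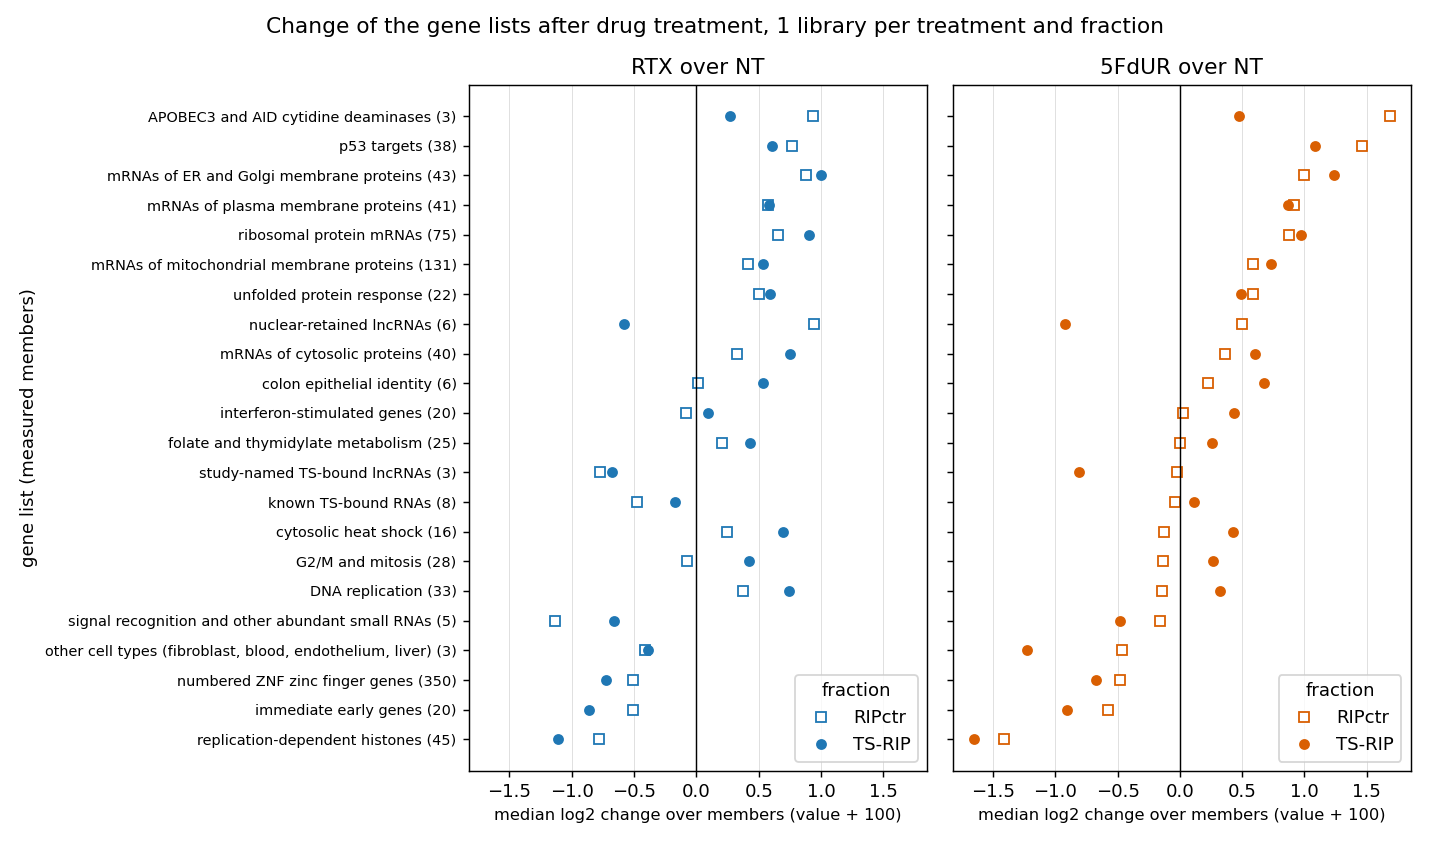
Median log2 change (value + 100) of each gene list with RTX and with 5FdUR against NT, 1 point per fraction. The p53 targets lie at 0.77 and 0.61 with RTX and at 1.46 and 1.08 with 5FdUR, and the histones at -0.78 and -1.11 and at -1.41 and -1.66, in RIPctr and TS-RIP.

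The drugs were set side by side at doses that differ, so no matched dose exists. Some p53 targets were higher with 5FdUR than with RTX (8 of 38 higher and none lower, medians 0.64 in RIPctr and 0.61 in TS-RIP), with TP53I3 at 1.92 and 1.81, CD82 at 1.80 and 1.62, CDKN1A at 1.53 and 1.36 and MDM2 at 1.08 and 1.21. CEACAM1 (2.31 and 2.93), ABCA12 (2.31 and 2.17) and the protease inhibitor gene SERPINA1 (2.13 and 2.02) were also higher. Among the lowest were CHAF1A, a subunit of the chromatin assembly factor, at -1.39 and -1.45, the mismatch repair gene MSH6 at -1.31 and -1.40 and the maintenance methylation factor UHRF1 at -1.10 and -1.49, beside the ribosomal protein paralogue RPL22L1 at -1.73 and -1.82. The DNA replication list had medians of -0.39 and -0.41, below all random lists, although none of its 33 members was counted in both fractions. Some histone genes were lower still with 5FdUR (4 of 39 lower, H2AC15, H3C1, H3C12 and H4C2, and none higher, medians -0.69 and -0.54 over 45). In total, 130 genes were higher and 44 lower with 5FdUR than with RTX (12487 tested, r between fractions 0.583).

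Many genes were higher, or lower, with both drugs. Of 12323 genes tested against NT for both drugs, 587 were higher with both (64.1 by independence), 330 lower with both (35.2) and 0 opposite, by size. As both comparisons share the NT libraries, shared noise alone gives a correlation: r was 0.871 in RIPctr and 0.889 in TS-RIP, against 0.477 and 0.467 in simulated unchanged groups. Between changes that share no library (RTX in 1 fraction, 5FdUR in the other) r was 0.774 and 0.741, against 0.006 and 0.007 in the simulations. All of these changes are taken against the same NT lysate, and the simulations hold counting noise only, so what is peculiar to that lysate enters each r.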

Values the study reported

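For TYMS mRNA with RTX the study reported a log2 fold change in TS-RIP over RIPctr of 0.203. Its values for TYMS in non-treated cells and with 5FdUR were slightly negative and did not pass its limit. The ratios of TYMS found here for NT and 5FdUR were slightly positive. For CDKN1A it gave 0.193 in non-treated cells, 0.402 with RTX and 0.280 with 5FdUR. Among mRNAs that it called TS-bound, it counted 322 specific to non-treated cells, 319 specific to RTX and 206 specific to 5FdUR, and 42 were common to both drugs. Those counts used q-values that took the subsample of each library as a pseudoreplicate.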

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

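Comparisons of lists with matched genes, tests of counting error and of nuclear or unspliced RNA on the beads for nuclear RNAs, of GC content, length and level for lncRNAs, of counting error for the drug ratios and for genes at a mean above 5000, and the counts over other splits of the libraries were chosen only after the result was seen. The signal recognition particle RNAs RN7SL1 and RN7SL2 were below the bead control in NT and 5FdUR and above it in RTX: for RN7SL1 the ratio in RTX minus NT was 1.46 and in 5FdUR minus RTX -1.44, and for RN7SL2 1.69 and -1.63. The RIPctr library of RTX held 15207 fragments of RN7SL1, against 71442 in NT and 55392 in 5FdUR. The DNA replication list had a median ratio below 0 in NT and above 0 in 5FdUR (difference 0.41; the gaps to genes matched in GC content, length and level were smaller, -0.17 and 0.06), and the interferon-stimulated genes moved likewise in RTX (0.38) and 5FdUR (0.46), although their median in RTX was -0.0320 with no filter (matched gaps -0.32 in NT, 0.14 in RTX and 0.10 in 5FdUR). These opposite directions come from 1 library pair per treatment, and the differences were not tested.

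The first pattern weighed was that lncRNAs and other nuclear RNAs were lower in TS-RIP than in RIPctr. Counting error is argued against for a nuclear RNA set of snoRNAs, scaRNAs, snRNAs and the list of nuclear-retained lncRNAs. Of this set 67.5% (27 of 40) had a counting interval below 0 in all 3 treatments. Other lncRNAs were not in that test. Of lncRNAs counted lower, the added binomial test kept 187 of 414 in NT, 351 of 654 in RTX and 240 of 626 in 5FdUR. Of those counted higher it kept 20 of 122, 8 of 76 and 8 of 89. GC content, transcript length and level do not account for all of the lncRNA difference. Against matched protein-coding genes the gap of 676 lncRNAs was -0.17 in NT, -0.34 in RTX and -0.30 in 5FdUR (highest upper 95% bound -0.113). Before matching it was -0.24, -0.54 and -0.44. A candidate explanation that stays open is nuclear RNA and unspliced precursors that bound the pre-clearing beads. Here 75 single-exon genes inside introns of the same strand lay below genes matched on level by -0.48, -0.55 and -0.80 (smallest gap -0.484). In contrast, 16 inside introns of the opposite strand lay below by -0.23, -0.26 and -0.29. Gene type was not matched, and lncRNAs and TEC genes were not left out of these sets. The gaps may therefore repeat the lncRNA pattern itself, and the test cannot decide. A biological explanation, that TS binds little nuclear RNA, also stays open and was not tested, as no input library was used here.

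The second pattern was that ratios in RTX and 5FdUR were closer to each other than to NT. Counting error is argued against, as the gap in r was 0.326 among 9161 genes with a mean above 10000, where counts are high. GC content and length explained 19.1%, 23.3% and 18.9% of the variance of the ratios in NT, RTX and 5FdUR, and after their removal r was 0.724 between the drugs against 0.257 and 0.191 with NT, a gap of 0.468. A difference in how the NT lysate was handled and an effect of drug treatment on the RNAs bound both stay open, as each treatment is 1 lysate, and neither was tested.

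The third pattern was the many genes called higher in TS-RIP in a single treatment. With fragments redrawn at equal levels in both libraries, the same limits called 377 genes in NT, 441 in RTX and 512 in 5FdUR, which is 0.650, 0.762 and 1.23 of the observed numbers, so counting error may account for most of these calls. It does not account for most of the calls at a mean above 5000, where redrawing gave 12.8, 14.8 and 19.2 genes against 181, 267 and 116 observed (highest ratio 0.165). For the lower genes redrawing gave 0.266, 0.221 and 0.255 of the observed numbers. Counting error may thus account for a part of the lower genes, but not for most of them. At a mean above 5000, treatment-specific binding stays open and was not tested.

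Other splits of the 6 libraries into 3 and 3 were counted for the genes called over the 3 treatments. Of 10 splits, 1 (the real one) gave 314 higher and 831 lower genes, and the highest other value was 0 for either direction. The higher genes numbered 4 without the RTX pair, 82 without the 5FdUR pair and 1862 without the NT pair, and the lower genes 359, 620 and 2091. The real split and 3 of the others are the 4 that part all 3 pairs, while the remaining splits part 1 pair. The splits are too few for a share under 0.05.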

How the results depend on the processing

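Alternatives that used entries with 1 gene, genes other than lncRNAs, snoRNAs, scaRNAs and snRNAs, and protein-coding genes for the correlations were chosen only after the result was seen. Of the alternative values of counts and correlations, 132 stayed within 1.5 times the count, or within the interval of the correlation, and 87 moved. Of the values for single genes and lists, 4868 stayed within their error, 340 moved, and 3 that had passed their limit turned sign. A further 128, counted among the others, changed sign from a main value that had not passed a limit. The number of lists apart from matched genes on the same side in all 3 treatments (5) ranged from 4 to 6. Depth limits the ratios of genes near a value of 500, where 3.67 to 5.88 fragments stand behind it.

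For genes higher and lower in TS-RIP, a mean above 5000 gave 181 and 477 in NT, 267 and 621 in RTX and 116 and 628 in 5FdUR, no filter 2786 and 5265, 2635 and 7963, and 2612 and 8238, a size limit of 1 on the log2 scale 130 and 597, 107 and 1133, and 109 and 1133, and the added exact binomial test 223 and 770, 279 and 1182, and 125 and 1027. Fewer genes pass a stricter limit by construction. A pseudocount of 1000 gave 285, 315 and 193 higher genes, scaling to the same total 901 in NT and 314 in RTX, and the subsamples 666 in 5FdUR. Protein-coding genes alone gave 794, 1215 and 1342 lower genes.

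Over the 3 treatments, genes higher in TS-RIP numbered 67 with the same total, 139 in the subsamples, and 0 both without trend and with no block, where limma gave 2683 and 736 genes at an unadjusted p under 0.05 (edgeR 382, DESeq2 276). Leaving out 1 pair gave 4 (without RTX) to 1862 (without NT) higher genes, 82 without 5FdUR, and 359 to 2091 lower genes. Lower genes numbered 460 with the same total, 475 in the subsamples, 444 at a mean above 5000, 1409 with no filter, 215 without trend, 47 with no block, 419 with DESeq2, 499 among protein-coding genes and 552 without lncRNAs, snoRNAs, scaRNAs and snRNAs. The cause was not tested.

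Between 5FdUR and RTX, genes higher and lower in both fractions numbered 57 and 20 with a pseudocount of 1000, 51 and 21 at a mean above 5000 and 542 and 258 with no filter, and lower genes 26 with the added binomial test. With no filter, 1221 genes were higher with RTX and 2064 with 5FdUR than in NT. Genes whose ratio was raised by 1 or more in RTX and 5FdUR numbered 59 and 89 with a pseudocount of 1000, 100 and 128 with the same total and 333 and 380 in the subsamples, and genes whose ratio was lowered 228 and 236 with the pseudocount and 789 and 855 with the same total. The cause was not tested.

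Pearson's r for NT with RTX, NT with 5FdUR and RTX with 5FdUR was 0.358, 0.260 and 0.643 among protein-coding genes, 0.448, 0.404 and 0.628 in the subsamples, 0.469, 0.338 and 0.795 at a mean above 10000 and 0.365, 0.305 and 0.466 at a mean above 100. For the pairs with NT it was 0.510 and 0.408 with a pseudocount of 1000 and 0.541 and 0.471 among entries with 1 gene, and for NT with 5FdUR 0.505 with a pseudocount of 10. In each of these settings r was highest for RTX with 5FdUR. The values that had passed their limit and turned sign were the median ratio of interferon-stimulated genes in RTX with no filter (-0.0320), that of ZNF genes in NT with the same total (0.0563) and the median change of the abundant small RNAs in RIPctr between 5FdUR and RTX in the subsamples (-0.0710, against 0.55). The cause was not tested.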

Other observations

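The test of newly made nuclear RNA given here was planned before its result was seen, and the genes LY6E, UBXN6, TINAGL1, TRIB3 and HSP90B1 were chosen only after the result was seen. The ER chaperone genes HSPA5 and CALR were higher with both drugs: HSPA5, the main ER chaperone, by 1.42 in RIPctr and 1.51 in TS-RIP with RTX and by 1.35 and 1.60 with 5FdUR, and CALR by 1.67 and 1.72 and by 1.75 and 1.76. In the unfolded protein response list, 6 of 22 genes were higher and 1 lower (CHAC1) with RTX, and 6 and 2 (CHAC1 and TRIB3) with 5FdUR. The 6 were ATF3, CALR, HSP90B1, HSPA5, MANF and PDIA4 with each drug. The mitotic list held few genes that passed the limit, 3 of 28 higher with each drug (BIRC5, CDK1 and UBE2C) and 1 lower with 5FdUR (ESPL1), with CDK1, the kinase that starts mitosis, at 1.51 and 1.87 with RTX and 1.58 and 1.99 with 5FdUR. The MAPK phosphatase gene DUSP6, a readout of ERK signalling, was lower (-1.66 and -1.72 with RTX, -2.00 and -2.16 with 5FdUR). CD9, a tetraspanin of the plasma membrane, was at 1.70 and 1.61 with RTX and at 2.07 and 2.02 with 5FdUR. All are counts or values by size, from 1 lysate per treatment.

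The changes of some nuclear lncRNAs differed in sign between the fractions. With RTX, MALAT1 was at 0.95 in RIPctr and -0.91 in TS-RIP, NEAT1 at 0.94 and -1.45 and KCNQ1OT1 at 1.71 and -0.26, and with 5FdUR they were at 0.25 and -0.90, 0.70 and -1.40, and 0.80 and -0.95. The other members of that list had the same sign in both fractions: with RTX, ZFAS1 was at 1.16 and 1.36, GAS5 at 0.41 and 0.22 and NORAD at -1.23 and -1.60, and with 5FdUR at 1.07 and 1.37, 0.29 and 0.36, and -1.06 and -1.43. TERC was at 1.65 and -0.94 with RTX. Among the genes with the smallest p over the 3 treatments that were higher in TS-RIP were LY6E, UBXN6 and TINAGL1.

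A hypothesis was that genes raised by a drug hold newly made RNA that is still nuclear and would therefore have low TS-RIP ratios. Across 10242 protein-coding genes, the change by 1 drug in RIPctr and the ratio under the other drug, which share no library, had a Spearman rho of 0.343 (RTX change, 5FdUR ratio) and 0.270 (5FdUR change, RTX ratio). The hypothesis needed a rho at or below -0.1, so its prediction was not met across all protein-coding genes. For genes raised by a drug the test cannot decide, as ratios also went with transcript length, which was not removed. Among lists raised by both drugs, p53 targets had gaps to matched genes of -0.12 [-0.19 to 0.003] in RTX and -0.10 [-0.13 to -0.04] in 5FdUR. The interval in RTX includes 0, and in NT the gap was 0.10 [-0.04 to 0.16] (bootstrap intervals over members). ER and Golgi membrane proteins lay above matched genes, by 0.12 [0.07 to 0.16] in RTX and 0.09 [0.04 to 0.13] in 5FdUR.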
